A study of Homo sapiens with 6 samples.

How the data were processed

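The assay for transposase-accessible chromatin with sequencing (ATAC-seq) uses a transposase to insert sequencing adapters into open DNA, so that the density of sequenced fragments along the genome measures accessibility. It was applied to NCI-H1703, an established human cell line from lung squamous cell carcinoma. Per the labels, 3 libraries came from cells in which the long non-coding RNA DLGAP1-AS2 was silenced and 3 from control cells. Each library started from 10000 to 50000 cells and was sequenced as read pairs, per the labels' protocol. The labels record no read trimming, aligner, duplicate removal, peak caller or version, so how these steps shaped the lists is not known from the labels. In particular, whether read ends were shifted for the transposase offset, and whether duplicates and mitochondrial reads were removed, is not stated.

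The authors deposited one list of peaks per library, with no pooling of replicates visible in the lists, because the peak names of each list carry the prefix of a single library. Per the file headers, each row holds an interval, the fold enrichment over background as a ratio, a p-value, a false discovery rate (FDR, a p-value adjusted by the authors) and a pileup signal, here called the height. The fold enrichment, p-value, FDR and height are the authors' values for each peak, and they were used only to describe, rank or filter peaks within a list. Every deposited p-value was at most 0.00987, which places the authors' limit near 0.01, and no interval was shorter than 200 bp. The files hold no duplicate intervals and no summit positions, so the midpoint of an interval stood for its summit. Interval length equalled end minus start plus 1 in every row, so positions count from 1.

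The genome build is not written in the labels. The lists name unplaced scaffolds by versioned accessions that belong to GRCh38, and chromosome 17 carried peaks up to position 83206174. Gene names and spans came from a RefSeq gene table of assembly GRCh38.p14. The join was checked by moving peaks. Of the peaks with an FDR of at most 1e-05, 36.0% to 40.8% per library lay within 1 kb of an end of a protein-coding or lncRNA gene, against 6.33% to 6.44% after the same peaks were moved by 1 Mb. The table gives neither strand nor exons. The planned promoter measure therefore became the distance of a peak's midpoint to either end of a gene's span, with a limit of 1 kb, and a position in an exon, intron or UTR was not analysed here. The planned counts of TEAD and AP-1 motifs needed genome sequence and were not analysed here.

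Total read numbers are not given, so sequencing depth in reads is unknown. A relative measure of depth was computed from the lists. The background behind each peak is (height + 1) / fold enrichment − 1, and its smallest value in a list, shared by 14.6% to 54.7% of a library's peaks, was taken as the library's background coverage. The tail probability of a Poisson distribution with that background matched the deposited p-value of the weakest such peaks (0.00634 computed and 0.00634 deposited in silenced replicate 1). The confidence intervals given for shares (Wilson, 95%) cover counting error only, and neighbouring peaks are not independent.

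Peaks on chromosomes 1 to 22, X and Y were analysed. Lists were compared by the number of peaks, the covered length, the base-pair Jaccard index of each pair of lists (shared length divided by joint length), and regions made by merging all 6 lists at an overlap of at least 1 bp. Values per library were compared between groups with a two-sided exact permutation test of the difference of means. With 3 libraries against 3 this test cannot give a p-value below 0.1. The Jaccard index was tested by exact permutation of the libraries. A family of 7 such tests was adjusted by the Benjamini-Hochberg method. Regions called in all 6 lists were also compared by rank. The fold enrichment of the strongest peak was ranked within each list among these regions, the ranks were turned into normal scores, and the scores were tested with limma (lmFit and eBayes with a mean-dependent prior), with a Benjamini-Hochberg threshold of 0.05. This procedure was tested on simulated data made from the means and spreads of the 37284 real regions. Of 200 regions shifted by 2 score units it recovered 131, with 3 other regions called, and of 200 shifted by 1 unit it recovered 0.

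The titles number the libraries of each group 1 to 3. They do not state that equal numbers were handled together. Each test was therefore run with and without the number as a pair (an exact sign-flip test over 8 sign patterns, which cannot go below 0.25, or a block in limma). Regions to name were chosen by a rule set before the data were examined: the target locus, genes of 2 fixed lists called in all 3 libraries of one group and none of the other, the 3 regions in each direction called in one group only with the lowest worst-case FDR, and the 3 rank-shifted regions in each direction with the smallest adjusted p-value. The fixed lists were a 22-gene YAP target signature and 20 genes of phosphatidic acid synthesis.

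Alternatives chosen before the data were examined were an FDR of at most 1e-05, lists cut to the 91346 strongest peaks of each library, all sequences in place of the chromosomes, midpoint windows of 250 bp, a reciprocal overlap of 50%, other ranking values, a distance of 2.5 kb to a gene end, leaving out each library and the replicate block. An FDR under 0.05, a height of at least 4 and the alternatives for the DLGAP1-AS2 peak were added after the data were seen. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.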

Results

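Chromatin accessibility was profiled by ATAC-seq in NCI-H1703 cells, a lung squamous cell carcinoma line, to compare cells with silenced DLGAP1-AS2 (3 libraries) with control cells (3 libraries). DLGAP1-AS2 is a long non-coding RNA, and the title of the series links it to phosphatidic acid synthesis and to signalling through the transcriptional co-activator YAP. The silenced libraries held 162115, 167966 and 121406 peaks on the chromosomes for replicates 1, 2 and 3. The control libraries held 170882, 91346 and 165674 peaks. Unplaced scaffolds carried 111 to 191 further peaks per library.

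The background coverage, which stands in for the unreported sequencing depth, was 0.369, 0.402 and 0.237 in silenced replicates 1, 2 and 3. It was 0.380, 0.464 and 0.372 in control replicates 1, 2 and 3. The lowest coverage was thus in silenced replicate 3 and the highest in control replicate 2. In 5 libraries the weakest peaks had a height of 2 and between 48.1% and 52.1% of the peaks were lower than 4. In control replicate 2 the lowest height was 3, and 2.46% of the peaks were lower than 4. At the background of control replicate 2 a height of 2 has a Poisson p-value of 0.0118, above the limit of 0.01 seen in the lists, whereas in the other libraries it was at most 0.00805. Counting only peaks with a height of at least 4, a limit chosen after the data were seen, control replicate 2 had the longest list (89096 peaks) and silenced replicate 3 the shortest (58135 peaks).

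**Figure D1:**
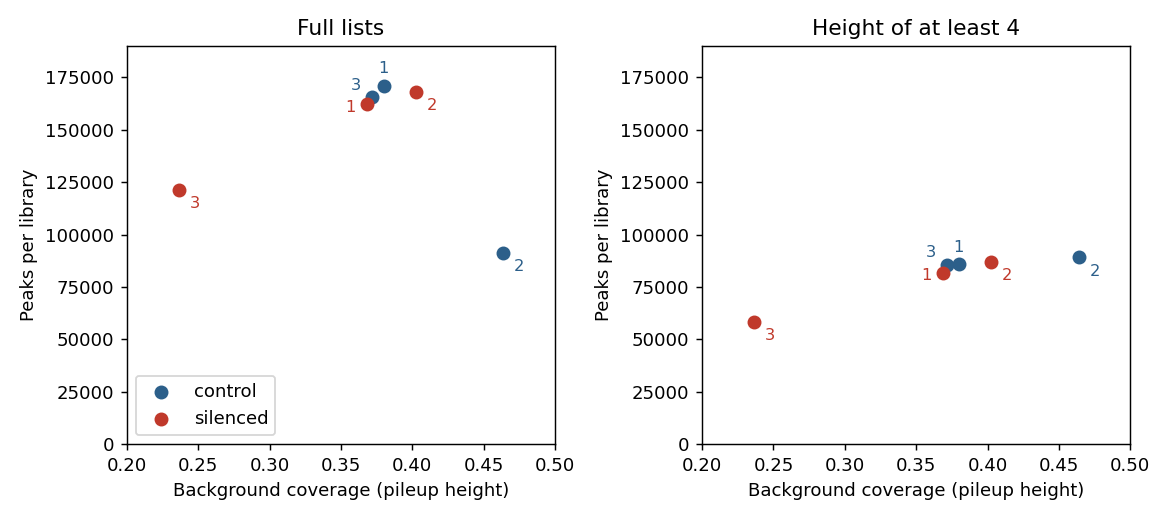
Number of peaks per library against background coverage (pileup height), for the full lists (left) and for peaks with a height of at least 4 (right). Each point is 1 library, red for silenced and blue for control, numbered by replicate. Control replicate 2 has the shortest full list (91346 peaks) and the longest list at a height of at least 4 (89096 peaks).

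The first comparison asked whether silencing changed the extent of accessible chromatin. The number of peaks per library was 150496 ± 25362 (SD, n = 3) in silenced cells and 142634 ± 44493 (SD, n = 3) in control cells. The difference was smaller than the spread between replicates (two-sided exact permutation test, p = 0.9, adjusted p = 1 over 7 tests; paired by replicate number, exact sign-flip p = 1). Restricting the lists to an FDR of at most 1e-05 moved this result most among the filters set before the data were examined and reversed its sign, with 31408 ± 6145 (SD, n = 3) peaks in silenced and 36505 ± 814 (SD, n = 3) in control libraries (exact permutation p = 0.2). The full lists held weak peaks, with a largest FDR between 0.488 and 0.610 per library. At an FDR under 0.05, a limit chosen after the data were seen, the lists were closer in size. They held 78575 ± 2533 (SD, n = 3) peaks in silenced and 79919 ± 523 (SD, n = 3) in control libraries (exact permutation p = 0.6). The covered length of the full lists was 43.1 ± 8.77 Mb (SD, n = 3) in silenced and 43.5 ± 10.8 Mb (SD, n = 3) in control cells (exact permutation p = 0.9; paired exact sign-flip p = 1). The mean peak length ranged from 273 bp in silenced replicate 3 to 340 bp in control replicate 2. With lists of equal size, the covered length was 30.6 ± 3.59 Mb (SD, n = 3) in silenced and 32.6 ± 1.28 Mb (SD, n = 3) in control libraries, again within the replicate spread (exact permutation p = 0.7).

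In the full lists, libraries of the same group did not resemble each other more on average than libraries of different groups. The Jaccard index averaged 0.274 ± 0.0369 (SD) over the 6 pairs within a group and 0.275 ± 0.0322 (SD) over the 9 pairs between groups. Exact permutation of the libraries gave p = 0.9, and the version restricted to differently numbered pairs between groups gave p = 0.75 (paired exact test). For lists of equal size the index rose to 0.380 ± 0.0432 (SD) within and 0.378 ± 0.0352 (SD) between groups, with p = 0.2 by exact permutation. In these equal lists every pair that included silenced replicate 3 had an index between 0.325 and 0.342.

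**Figure D2:**
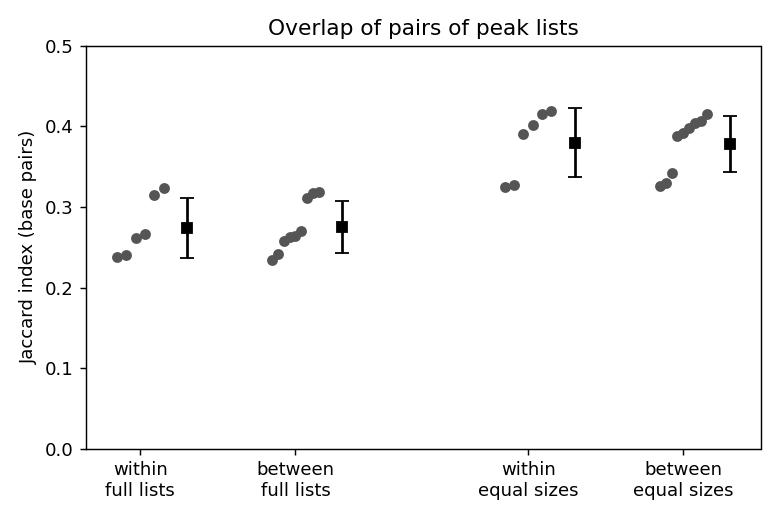
Base-pair Jaccard index (no unit) of pairs of peak lists within a group (6 pairs) and between groups (9 pairs), for the full lists and for lists cut to equal size. Dots are pairs and squares with bars are the mean ± SD; within-group and between-group means are 0.274 and 0.275 for the full lists.

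Merging the 6 full lists, which include peaks with an FDR above 0.05, gave 507440 regions. Of these, 376066 (74.1%) were called in a single library and 37284 (7.35%) in all 6. The regions called in all 6 libraries had a median height of 16. A total of 662 regions were called in all 3 silenced libraries and in no control library, and 1016 in all 3 control libraries and in no silenced library. Their median heights were 3 and 5. A single region called in 3 libraries against 0 cannot pass an exact test at this group size, so the counts were set against other splits of the libraries. Of the 18476 regions called in exactly 3 libraries, 9.08% followed the 2 groups. The share would be 10% by chance if all libraries called regions at equal rates, but their lists differ in length. The 10 splits of the 6 libraries into 3 and 3 gave between 1572 and 2377 such regions, and the real split gave 1678. Splits with silenced replicate 3 and control replicate 2, the libraries with the shortest lists, on one side gave 2063 to 2377. Those that part these libraries, the real one included, gave 1572 to 1719. An FDR of at most 1e-05 moved the split of these calls most, to 50 regions only in silenced and 508 only in control libraries, and the real split then held 12.9% of the 4316 regions called in exactly 3 libraries. The corresponding totals over the 10 splits ran from 316 to 604, with 558 for the real split. In all 10 splits at this FDR, the side without silenced replicate 3, the library of lowest coverage, had more regions of its own.

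**Figure D3:**
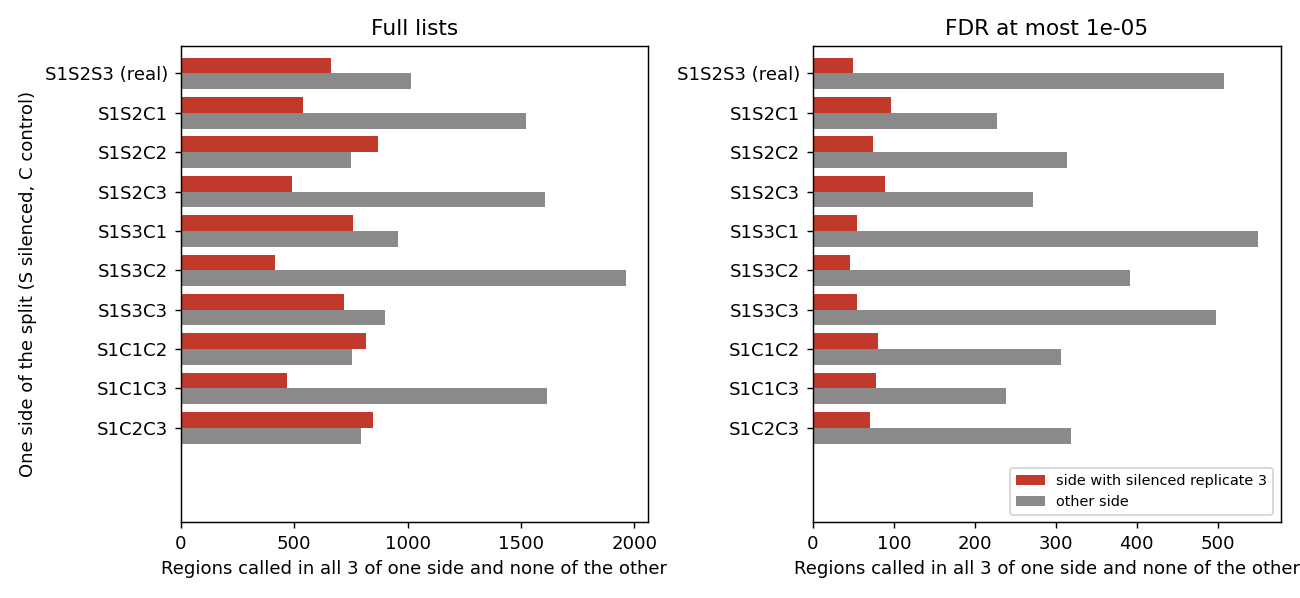
Number of regions called in all 3 libraries of one side and in none of the other, for each of the 10 splits of the 6 libraries (S silenced, C control, with the replicate number). Red bars are the side that contains silenced replicate 3 and grey bars the other side; in the right panel (FDR at most 1e-05) the grey bar is longer in all 10 splits, and the real split has 50 and 508 regions.

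The regions called only in silenced libraries with the lowest worst-case FDR lay within the spans of MTF2, WDR25 and KDM4A. The region in MTF2 (GRCh38, chromosome 1, 93080433 to 93080748) had heights of 11, 11 and 9 in silenced replicates 1, 2 and 3. The region in WDR25 (chromosome 14, 100376988 to 100377227) had heights of 17, 15 and 11, and that in KDM4A (chromosome 1, 43653431 to 43653658) had heights of 24, 24 and 17. The weakest FDR of these 3 regions in any silenced library was between 3.78e-05 and 6.58e-05. The regions called only in control libraries lay within SEMA7A (chromosome 15, 74433616 to 74434097), with heights of 14, 18 and 16, within IGF2BP3 (chromosome 7, 23431680 to 23431984), with heights of 13, 23 and 13, and within GRIA1 (chromosome 5, 153623182 to 153623504), with heights of 8, 10 and 10. Their weakest FDR values were 7.98e-08, 5.21e-06 and 7.92e-06. These 6 regions are the extremes of 1678 regions, a number reached by 6 of the 10 splits of the libraries, the real one included, and none has a test of its own. How many splits reach it also depends on the unequal list lengths, as given above.

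Among the 37284 regions called in every library, ranks within the lists were compared to ask whether accessibility shifted at shared sites. No region had a different rank between groups at an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment, smallest adjusted p = 0.963). At an unadjusted p-value under 0.05 there were 1746 regions (4.68% of those tested), of which 739 ranked higher and 1007 lower in silenced cells. With the replicate number as a block, 0 regions passed and 1770 had an unadjusted p-value under 0.05. Same-numbered libraries of the 2 groups did not deviate together (mean correlation of their deviations from the group means −0.00263 over 3 pairs, across regions, which are not independent replicates). The self-test recovered 65.5% of regions shifted by 2 score units and 0% of those shifted by 1 unit, so shifts of 1 unit were not detectable with 3 libraries per group. The rank scores of silenced replicate 3 correlated with the other libraries at r = 0.745 to 0.752, and those of the other 5 libraries with each other at r = 0.821 to 0.831 (across regions).

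The target locus was examined in every library. The lists hold no RNA measurement, so they do not show the degree of silencing. A peak on chromosome 18 near one end of the DLGAP1-AS2 span was called in all 6 libraries. The peak lay inside the span of DLGAP1, but it did not overlap the DLGAP1-AS2 span in every library. It covered positions 3603340 to 3603831, 3603268 to 3603718 and 3603379 to 3603829 in silenced replicates 1, 2 and 3, with heights of 29, 30 and 14. In control replicates 1, 2 and 3 it covered 3603212 to 3603756, 3603415 to 3604220 and 3603250 to 3603833, with heights of 21, 34 and 23. By p-value it ranked at 12.6% ± 3.93 (SD, n = 3) from the top of its list in silenced and at 16.6% ± 1.82 (SD, n = 3) in control libraries. The difference was not larger than chance regroupings give (two-sided exact permutation p = 0.3, adjusted p = 1; paired exact sign-flip p = 0.5). These percentages depend on the length of each list, and control replicate 2, with the tallest peak and the shortest list, had the largest one (18.3%). The ranks themselves were 16028, 18153 and 20763 in silenced replicates 1, 2 and 3 and 28823, 16751 and 24393 in control replicates 1, 2 and 3. In lists of equal size, an alternative added after the data were seen, the peak ranked at 20.1% ± 2.60 (SD, n = 3) in silenced and 25.5% ± 6.69 (SD, n = 3) in control libraries (two-sided exact permutation p = 0.3; paired exact sign-flip p = 0.5). With 2 other alternatives added after the data were seen, the difference (silenced minus control) was −3.25 percentage points at an FDR of at most 1e-05 and −1.58 at a height of at least 4 (exact permutation and paired exact sign-flip p = 1 in both cases). With equal list sizes it was −5.49 percentage points.

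The share of peaks within 1 kb of a gene end was 13.5%, 13.2% and 16.2% in silenced replicates 1, 2 and 3 and 12.9%, 21.6% and 13.5% in control replicates 1, 2 and 3. The 95% Wilson intervals of these shares were narrow, for example 13.4% to 13.7% in silenced replicate 1 and 21.3% to 21.8% in control replicate 2. The group means were 14.3% ± 1.66 (SD, n = 3) and 16.0% ± 4.84 (SD, n = 3), a difference within the replicate spread (two-sided exact permutation p = 0.9; paired exact sign-flip p = 1). With equal list sizes, the shares were 20.2% ± 0.853 (SD, n = 3) and 20.9% ± 0.589 (SD, n = 3), and exact permutation gave p = 0.5. At an FDR of at most 1e-05 the sign reversed, with 38.3% ± 2.28 (SD, n = 3) in silenced and 36.1% ± 0.181 (SD, n = 3) in control libraries (exact permutation p = 0.2).

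All 22 genes of the YAP target signature and all 20 genes of phosphatidic acid synthesis were found in the gene table. Of the YAP targets, 20 ± 1 (SD, n = 3) had a peak within 1 kb of a gene end in silenced and 20.3 ± 0.577 (SD, n = 3) in control libraries (two-sided exact permutation p = 1; paired exact sign-flip p = 1). A peak was called in all 6 libraries at 19 of them and in none at 1, TGFB2. F3 and FJX1 varied between libraries. Of the phosphatidic acid synthesis genes, 15.3 ± 2.08 (SD, n = 3) had such a peak in silenced and 15.0 ± 1.0 (SD, n = 3) in control libraries (two-sided exact permutation p = 1; paired exact sign-flip p = 1). A peak was called in all 6 libraries at 13 of these genes and in none at 1, DGKZ. TGFB2, F3, FJX1 and DGKZ were singled out after their values were seen. Peaks farther than 1 kb from both ends of a gene's span were not counted. TGFB2 and DGKZ may therefore have peaks, or an open promoter, inside their spans. In both lists, 0 genes were called in all 3 libraries of one group and in none of the other. With most of the YAP targets called in every library, the presence of a peak left little room to differ, and the ranks of peaks at these genes were not tested separately.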

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

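The other filters and settings were fixed before the data were examined; the FDR limit of 0.05, the height limit of 4 and each alternative for the DLGAP1-AS2 peak were chosen after. None of the 7 results tested by exact permutation reached a p-value under 0.1 under any alternative. With 3 libraries against 3 the test cannot go lower, so these p-values show no stability. Exact permutation gave 0.1 for the DLGAP1-AS2 peak without silenced replicate 3 (−6.3 percentage points). It also gave 0.1 for the Jaccard index without control replicate 1 (−0.0213). What can change is the sign of a difference (silenced minus control). The difference in peaks per library was 7862 in the full lists. It reversed to −5097 at an FDR of at most 1e-05, −1344 at an FDR under 0.05 and −11161 at a height of at least 4. The difference in the share of peaks near a gene end was −1.65 percentage points in the full lists. It reversed to 2.25 at an FDR of at most 1e-05 and to 2.27 at a height of at least 4. The difference in phosphatidic acid synthesis genes with a peak, 0.333 genes in the full lists, reversed to −1.67 at an FDR of at most 1e-05 and to −0.333 at an FDR under 0.05. The within-group minus between-group Jaccard index, −0.00121 in the full lists, reversed to 0.00594 at an FDR of at most 1e-05, 0.00194 with equal list sizes, 0.00226 at an FDR under 0.05 and 0.0024 at a height of at least 4. In the full lists the sign for the share near a gene end also reversed without control replicate 2 (1.14), and in no other fit that left out one library. The signs for peaks per library and phosphatidic acid synthesis genes reversed without control replicate 2 (−17782 and −0.167) and without silenced replicate 2 (−874 and −0.5). That for the Jaccard index reversed without each of the silenced libraries and without none of the control libraries. In the full lists, pairs with control replicate 2 had an index of 0.311 to 0.324, against 0.235 to 0.270 for the other pairs. Leaving out another library changes the weight of these pairs within and between groups. The Jaccard reversals, and the value without control replicate 1, therefore do not single out the library left out. The other signs named here depend on single libraries. What in those libraries reverses them under the filters was not tested. The difference in covered length, −0.417 Mb in the full lists, reversed under none of the filters. It did reverse without silenced replicate 3 (4.54), without control replicate 1 (3.10) and without control replicate 3 (2.29). The difference in YAP targets, −0.333 genes in the full lists, reversed without silenced replicate 3 (0.167) and was 0 without control replicate 3. It was also 0 at an FDR under 0.05 and at a height of at least 4. The difference in phosphatidic acid synthesis genes was 0 without silenced replicate 1.

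The number of regions called only in silenced libraries fell from 662 to 50 at an FDR of at most 1e-05, 316 with equal list sizes, 264 at an FDR under 0.05 and 188 at a height of at least 4. Regions called only in control libraries went from 1016 to 508 at an FDR of at most 1e-05 and stayed within 1.5 times of 1016 under the other filters, whether or not they were the same regions. Of the 662 and 1016 regions, 0 and 3 had an FDR of at most 1e-05 in all 3 libraries that called them. Using all sequences or midpoint windows left both counts within 1.5 times of the full-list values. The rank comparison gave 0 regions under each of its alternatives, including ranking by p-value or height, with 854 to 2462 regions at an unadjusted p-value under 0.05.

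The fits that each left out one library gave differences from −17782 to 22407 peaks per library, −6.64 to 4.54 Mb of covered length, −3.2 to 1.14 percentage points near a gene end, −0.833 to 0.167 YAP targets, −0.5 to 1.5 phosphatidic acid synthesis genes, −0.0213 to 0.0152 for the Jaccard index and −6.3 to −2.69 percentage points for the place of the DLGAP1-AS2 peak in its list. Regions called only in silenced libraries ran from 1014 to 5653 and only in control libraries from 1528 to 6733, partly because fewer libraries must meet the condition.

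Pairing libraries by replicate number (replicate block) left each mean difference as it was, for example 7862 peaks per library, because the groups are balanced. The Jaccard difference became −0.00252. The check of same-numbered libraries (mean correlation −0.00263) gave no sign that the numbers pair them.

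Counting every row in place of distinct intervals was not run, because no interval is repeated. The 2 motif results and their alternatives were not run for want of genome sequence. At an FDR of at most 1e-05, silenced replicate 3, the library of lowest coverage, had 24487 peaks, against 33511 to 37323 in the other libraries.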

Other observations

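Setting the counts against splits of the libraries was planned before the data were examined, although what each outcome would mean was written down after; the other tests in this part were chosen after the results they bear on were seen.

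Control replicate 2 had 0.551 times the median number of peaks of the other 5 libraries in the full lists. At its background coverage (0.464) the lowest height that passes the p-value limit is 3 instead of 2. At a height of at least 3, which passes in all 6 libraries, its list was still 0.646 times the median of the others. That count does not decide whether the limit accounts for the short list. The limit may also act along a whole interval, and no interval was shorter than 200 bp. In control replicate 2, 26.0% of the peaks had that shortest length, against 46.4% to 49.2% in the other libraries. Control replicate 2 held 2250 peaks of height 3, against 45474 to 57385 in the other libraries. At a height of at least 4 its list was 1.04 times the median, which follows from its small share of low peaks and is no separate test. Why it lacks peaks of height 3 was not tested. At a height of at least 4, list size rose with background coverage in all 6 libraries (Spearman's rho = 1, exact permutation p = 0.00278; Pearson's r = 0.941, exact permutation p = 0.00139; adjusted over 4 such relations, 0.0111 and 0.00556). Leaving out the 2 libraries farthest from the median coverage, silenced replicate 3 and control replicate 2, left r = 0.746 over 4 libraries with the order intact. Within each group of 3 the order also held (rho = 1 in both), although 3 libraries cannot be tested. A fixed height is, however, a looser limit at higher coverage. A height of 3 had a Poisson p-value of 0.00133 in control replicate 2 and 0.000108 in silenced replicate 3. The relation can thus come from the filter itself, and its p-values do not exclude this. At an FDR under 0.05, silenced replicate 3 had 79639 peaks, against 75684 to 80484 in the other libraries. In the full lists no relation was seen over the 6 libraries (rho = 0.0857, exact permutation p = 0.919; r = −0.0723, exact permutation p = 0.836). Over the same 4 libraries, rho was 0.8 and r was 0.525, and rho was 1 within silenced and −0.5 within control libraries. At an FDR of at most 1e-05, rho was 0.829 (exact permutation p = 0.0583, adjusted 0.117) and r was 0.934 (exact permutation p = 0.00694, adjusted 0.0139), with rho = 0.4 and r = 0.498 over the 4 libraries, and rho was 1 within silenced and 0.5 within control libraries. At an FDR under 0.05, rho was 0.714 (exact permutation p = 0.136) and r was 0.164 (exact permutation p = 0.522), with rho = 0.8 and r = 0.644 over the 4 libraries and rho = 0.5 within each group. Batches are not given in the labels.

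The excess of regions called only in control cells may in part reflect the low coverage of silenced replicate 3. At an FDR of at most 1e-05, the side of the split without this library had more regions of its own in 10 of 10 splits. The number was also 10 of 10 for equal list sizes and at a height of at least 4, and 7 of 10 for the full lists. When 2 silenced libraries were set against 2 control libraries at this FDR, control-only regions outnumbered silenced-only regions 5.36 to 10.2 times in the 6 comparisons that included silenced replicate 3. Without it, the ratio was 1.49 to 1.83 in 3 comparisons (mean 1.68), which share the same 2 silenced libraries. For equal list sizes these 3 ratios were 1.23 to 1.31, and at a height of at least 4 they were 1.31 to 1.40. The 6 ratios with silenced replicate 3 were 1.83 to 2.18 for equal list sizes and 3.54 to 4.45 at a height of at least 4. They were lower in the full lists, at 0.999 to 2.41. In the full lists without silenced replicate 3, the ratio was 1.2 against control replicates 1 and 3. It was 0.533 and 0.546 in the comparisons with the short list of control replicate 2 (mean of the 3, 0.759). Against control replicates 1 and 3 the mean background coverage was 0.385 on the silenced side and 0.376 on the control side. The ratio was still 1.49 at an FDR of at most 1e-05. A region must be called in both libraries of a side, however, and silenced replicate 1 had the lowest coverage of these 4 libraries (0.369) and the fewest peaks at that FDR (33511). These comparisons have no test, and whether the remaining excess is chance, a difference in coverage, another technical difference or a difference between the groups was not settled.

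For the full lists and equal list sizes, other groupings of the same libraries gave at least as many regions specific to one side. Equal replicate numbers are parted by the real split, so it is compared first with the 4 splits, itself included, that part all 3 same-numbered pairs. As many regions specific to one side were found in 3 of these 4 splits for the full lists, in 2 of 4 for equal list sizes and in 1 of 4 at an FDR of at most 1e-05. In that last case it was the real split alone, with 558 regions against 361, 390 and 438. At a height of at least 4 it was also the real split alone (1193 regions). Over all 10 splits, of which 6 part only 1 pair, the numbers were 6, 4, 2 and 3 in the same order. In the full lists these numbers also depend on list length. Splits with silenced replicate 3 and control replicate 2 on one side gave 2063 to 2377 regions. Those that part them, the real one included, gave 1572 to 1719. For the rank comparison, 3 of the 4 splits and 6 of the 10 gave at least as many regions at an unadjusted p-value under 0.05, with 1500 to 1920 regions over the 10 splits and 0 at an adjusted p-value under 0.05 in each. With 4 or 10 splits the share cannot fall under 0.05, so chance cannot be excluded by this count.

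The 3 tallest peaks had nearly the same height in every library while the background coverage varied 1.96-fold. The tallest, on chromosome 1 (633868 to 634193), overlaps MTATP6P1 and had heights of 1588 to 1690. The next, on chromosome 1 (629811 to 630104), overlaps MTND2P28 and had heights of 856 to 927. The third, on chromosome 17 (22521268 to 22521560), overlaps no gene of the table and had heights of 411 to 428. If coverage set these heights, silenced replicate 3 would be lower. It stood at 0.953 times the median of the other 5 libraries or above at all 3 peaks, against a median of 0.632 (range 0.344 to 0.894) at the 100 next tallest shared regions. A limit on the number of distinct fragments after removal of duplicates is a candidate explanation that the lists alone cannot test, as is the assignment to these sites of reads from a similar sequence elsewhere, such as mitochondrial DNA. No biological explanation was tested.

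Weak peaks (FDR above 0.05) were crowded in 1 window of chromosome 5 (20000001 to 30000000), chosen as the window of highest median density among 290 windows of 10 Mb. Their density was 1.78 to 3.38 times that of the median window, above it in 6 of 6 libraries, and the window ranked first in 4 libraries, 4 in silenced replicate 3 and 21 in control replicate 2, where it held 88 weak peaks. More open chromatin would also bring more strong peaks (FDR at most 1e-05), but their density there was 0.696 times the median window. Extra copies of the window in this cell line would make strong peaks taller than in windows of similar strong-peak density. The ratio of heights was above 1 in 1 of 6 libraries (1.17 in silenced replicate 3) and at or below 1 in the other 5, with a median of 0.937. The increase that extra copies predict was thus absent in 5 libraries and present in 1, and this test does not settle the question. The pattern was present in both groups, mappability was not tested, and no biological explanation tied to silencing was tested.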
